A study of Mus musculus with 20 samples. Its data were reported in "The Housekeeping Gene Hypoxanthine Guanine Phosphoribosyltransferase (HPRT) Regulates Multiple Developmental and Metabolic Pathways of Murine Embryonic Stem Cell Neuronal Differentiation" (2013).

How the data were processed

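Mouse ESD3 embryonic stem cells, a line of strain 129s2/SvPas grown on mouse embryo fibroblast feeders, carried a short hairpin RNA against luciferase in the control line or against HPRT in the HPRT knockdown line. Spherical neural masses of both lines were differentiated toward dopaminergic neurons, and RNA was sequenced daily from day 0 to day 4 and every 2 days from then until day 14. Each group had 1 library per day, so the 20 libraries held 10 per group and no replicate within a day; per the study's methods the RNAs of a time point were pooled before sequencing. The groups were taken from the labels of the samples. The libraries of a day were treated as a pair because both lines were collected on that day. Deviations of the paired libraries from their group means were correlated across genes, with r between 0.136 and 0.411 on 8 of the 9 days tested and -0.0255 on day 0.

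Per the study's methods, libraries were sequenced on an Illumina HiSeq instrument for 50 cycles, aligned by ELAND to the NCBI37/mm9 mouse genome within the CASAVA pipeline, and counted per gene in Avadis NGS with DESeq normalization by the authors. The strand of the reads was not used here. The sequencing lane of each library was not given in the sources used here, so no batch could be examined. The authors deposited 28 tables of 2 libraries each, on a log2 scale: 10 tables paired the lines within a day, and 9 tables per group paired consecutive days. In each table the authors had subtracted the mean of the 2 libraries from the log2 value of each, so that a deposited pair of values gives a log2 ratio and no level. Normalization was done separately in each table, and genes at or below 1 normalized count had entered as a log2 value of 0, which understates the ratios of low genes. The design had foreseen FPKM or RPKM values with a filter and a pseudocount in that unit. The filter was replaced as described next, and no pseudocount could be varied. Read totals were not used here, so the depth of each library was unknown, and no counting intervals are given. Only size factors relative to the median library could be recovered, from low values that matched whole counts; they ranged from 0.819 to 1.57.

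Levels were read from rounding. The deposited values are single-precision numbers, whose rounding step grows with the size of the log2 value they were computed from. A gene passed the filter when its median rounding step over the tables corresponded to a typical log2 normalized count of at least 4, which 13604 genes did. A log2 count of at least 8 was reached by 8247 genes, and 19037 of the 37557 genes shared by all tables had reads in at least 1 table. On simulated tables the rounding step put 99.2% of 19037 genes on the right side of the filter. Neighboring days of both groups form a loop of 4 tables. Around it the log2 differences of a gene add up to 0 when each library holds the same counts in every table. A constant per table for the normalization has first to be taken off. A library entered as a log2 value of 0 breaks this, because its entry does not carry its part of the constant. In 8 of the 9 loops 91.2% to 92.6% of 14677 genes closed within 1e-05. In the loop of days 3 and 4 the share was 0.129%. Among the 13604 genes, 1886 left a residual above 1e-05 in at least 1 of the 8 loops and 927 left a residual above 0.1; the values of the latter depend on the table used.

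The per-day log2 ratio, HPRT knockdown minus control, was taken within the table of that day. Genes differing between the groups were tested with limma (lmFit and eBayes) on the ratios of 9 days, with Benjamini-Hochberg adjustment and a threshold of 0.05. Day 6 was left out of tests because the study left it out of its pathway analysis as discrepant, and its values are given separately. Time trends were slopes on day fitted with limma to values built by adding up the steps of consecutive days within a group. Such values join tables that were normalized separately. The difference in time trend was the slope of the per-day ratio on day. The days of a line are successive collections of the same line and not independent cultures, so the tests ask whether the 2 lines differed in the same way through the course, and no line was made more than once here. Gene lists were written by hand from general knowledge of each process, since the pathway collection of the study was not used here. The 15 lists compared were DNA replication, mitotic cell cycle, nuclear pore, DNA repair, lysosome, membrane trafficking, glia and myelin, neuron, dopaminergic neuron, glutamate signaling, GABA signaling, serotonin signaling, acetylcholine signaling, pluripotency and purine metabolism without Hprt. Lists of fibroblast and endoderm transcripts and of ventral and dorsal neural tube genes served the closing observations. List means were tested by an exact sign-flip permutation test over the 9 days, two-sided, and set among 10000 random lists of the same size matched on level. Polarization was tested as the variance across genes of the mean ratio, by the same sign flips, one-sided. With 9 days the smallest p these tests can give is 0.00390625. Correlations of list means with day were tested by exact permutation. That test treats the days as exchangeable, which successive collections of the same line need not be.

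Named genes followed a rule. They were Hprt, the genes that the running text of the study names, the 5 highest and the 5 lowest mean ratios among genes past the threshold with the same sign on all 9 days, the 3 highest and the 3 lowest slopes of each trend, and the 3 genes that moved farthest in the direction of a list. Unnamed gene models, clones and predicted genes were passed over in naming. The slope of 1 gene that the rule picked in the knockdown line is not reported here. Positions were matched by identifier to the GENCODE annotation of build NCBIM37 (mm9), which held 13020 of the 13604 genes. The share of exonic 50-base sequences found elsewhere in the genome was counted for each of these genes.

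The computations were tested on simulated data before use. With 13586 simulated genes, 100% of 194 genes changed between the groups were recovered with 7 of 201 calls on unchanged genes, and 72.7% of 198 genes changed in the difference of trend were recovered. In the same number of genes 100% of 194 changed control trends were recovered. Few of the simulated genes changed, each by a set amount, and genes and days varied independently. The rates of recovery and of false calls therefore need not hold for these libraries. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The alternatives tried were day 6 kept, other filters on low values, centering of each ratio or library on the median gene, limma with robust and trended variances, an exact sign-flip test per gene, a fit without the pairing of libraries by day, each day left out in turn, other fold thresholds, the median in place of the mean of a list, and slopes on log2(day + 1).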

Results

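Transcript levels were measured by RNA-seq in 20 libraries of differentiating mouse ESD3 cells, 10 of the control line and 10 of the HPRT knockdown line, over 14 days. There was 1 library per group and day and no replicate within a day; errors below are standard deviations over the 9 days tested (all but day 6). Ratios are log2 values of the HPRT knockdown over the control unless stated otherwise. Read totals were not used here. The size factors of the paired libraries differed by day, and the knockdown library had 0.571 times the factor of the control on day 3 and 1.47 times on day 0.

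The targeted gene was examined first. Hprt (Gene ID 15452, NCBIM37 chromosome X, 50341314 to 50374836, plus strand, 9 exons) was lower in the knockdown library on each of the 10 days. The ratio was -2.53 on day 0, -2.70 on day 1, -3.90 on day 2, -4.56 on day 3 and -4.94 on day 4. It was -3.42 on day 6, -4.38 on day 8, -3.79 on day 10, -4.21 on day 12 and -5.00 on day 14. The mean was -4.002 ± 0.89 (SD, n = 9 days), or 6.24% of the control, and the exact sign-flip permutation test gave p = 0.00390625, the smallest that 9 days allow. Leaving out day 0 moved the mean most, to -4.19. In the control line, with tables of consecutive days joined, Hprt on day 14 stood at -0.25 relative to day 0.

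**Figure D1:**
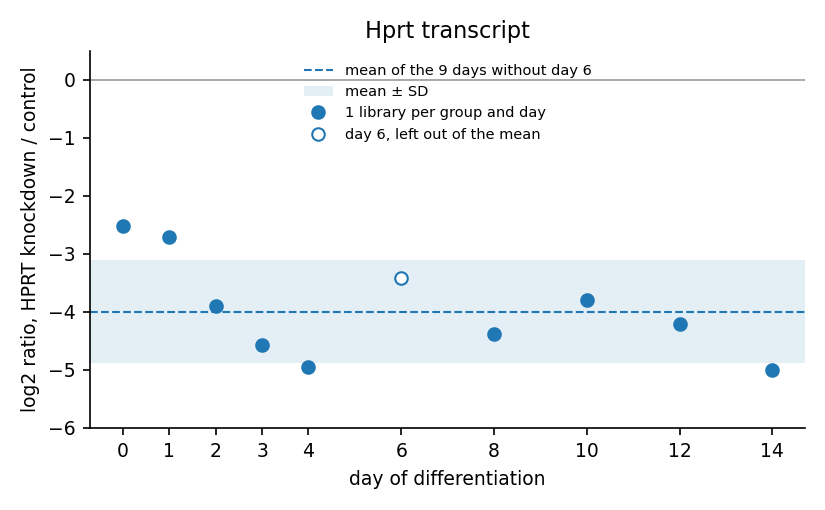
Log2 ratio of the Hprt transcript, HPRT knockdown over control, against the day of differentiation, 1 library per group and day, with the mean (dashed) and SD (shaded) of 9 days. All 10 points lie below 0, between -5.00 on day 14 and -2.53 on day 0, and day 6 (open circle) was left out of the mean.

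The next comparison asked which genes differed between the lines throughout the course. By limma with Benjamini-Hochberg adjustment, 7141 of 13604 genes differed, 3562 higher and 3579 lower in the knockdown. Of these, 1880 were at least 1.5-fold higher and 1737 at least 1.5-fold lower. The alternative that moved this count most was a typical log2 normalized count of at least 8, with 4779 of 8247 genes. The ratio had the same sign on all 9 days for 3978 genes (29.2%), where chance gives 0.391%. An exact sign-flip permutation test per gene, Benjamini-Hochberg adjusted, called 6671 genes.

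The highest mean ratios among genes with the same sign on 9 of 9 days belonged to Nkx2-1 (Gene ID 21869, chromosome 12, 57632922 to 57637895) at 5.25 ± 2.37 with a limma adjusted p of 0.000319, and Cxcl15 (20309, chromosome 5, 91223560 to 91232093) at 4.57 ± 1.67. They were followed by Ptgs1 (19224, chromosome 2, 36085946 to 36107792) at 4.47 ± 1.06, Slc15a5 (277898, chromosome 6, 137932107 to 138028437) at 3.99 ± 1.298 and Kcnj16 (16517, chromosome 11, 110829347 to 110889282) at 3.87 ± 1.03. The lowest belonged to Pax7 (18509, chromosome 4, 139292977 to 139389445) at -5.79 ± 1.304 with a limma adjusted p of 1.39e-05, and Usp26 (83563, chromosome X, 49107136 to 49154410) at -5.14 ± 1.59. Otp (18420, chromosome 13, 95645582 to 95653636) was at -4.95 ± 1.60, Tlx3 (27140, chromosome 11, 33100752 to 33103588) at -4.87 ± 2.17 and Pou4f2 (18997, chromosome 8, 80956908 to 80960551) at -4.75 ± 1.62. For Nkx2-1, Cxcl15, Slc15a5, Pax7, Otp, Tlx3 and Pou4f2 the tables disagreed by more than 0.1. A library entered as a log2 value of 0 can cause such a disagreement. All 10 genes but Ptgs1 had a typical log2 normalized count between 4 and 8, where ratios are understated most.

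Of the 26 genes that the study names, 22 passed the filter. Among these 18 were called over all genes tested, 9 higher and 9 lower, and 19 were called when adjusted over the list alone. The study chose most of the list on these samples, so neither count is independent evidence. Sox2 (20674, chromosome 3, 34548927 to 34551383) was higher in the knockdown on 8 of 9 days, with a mean of 0.52 ± 0.57 and a limma adjusted p of 0.0314. Tubb3 (22152, chromosome 8, 125935324 to 125945915) was lower on 9 of 9 days at -1.88 ± 0.98 (limma adjusted p 0.000703). Olig2 (50913, chromosome 16, 91225795 to 91228922) was higher on 9 of 9 days at 3.02 ± 1.44 (limma adjusted p 0.000426). Mbp (17196, chromosome 18, 82644538 to 82755029) was higher on 5 of 9 days, and its mean of 2.19 ± 3.60 did not pass the threshold (limma adjusted p 0.112). The slope of its ratio was 0.60 per day (limma adjusted p 0.0189), but the rise was not steady. The ratio was -2.05 on day 0, -1.76 on day 1, -1.13 on day 2, 4.42 on day 3 and -0.87 on day 4, and it was 3.37 on day 6, 3.71 on day 8, 6.74 on day 10, 4.30 on day 12 and 6.35 on day 14. Pou5f1 (18999) was at -2.63 ± 2.14 and Nanog (71950) at -2.84 ± 1.79, each lower on 9 of 9 days. On day 6, left out of these values, the ratio was 2.13 for Pou5f1 and 1.24 for Nanog. Of their exonic 50-base sequences 17.8% and 20.6% occur elsewhere in the genome, and the tables disagreed by 0.275 for Nanog. Th (21823) was at -0.01 ± 1.74 with a limma adjusted p of 0.991, higher on 5 of 9 days. Slc6a3 (13162), the dopamine transporter, lay under the filter; without a filter its mean was 1.97, higher on 9 of 9 days (limma adjusted p 0.00979).

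By size alone, a median of 4853.5 genes per day differed at least 1.5-fold, from 3552 on day 6 to 6184 on day 1. With a typical log2 count of at least 8 the median was 2316. Across genes, which are not independent replicates, the ratios of a day correlated with the mean of the other days with r between 0.634 and 0.861 on 8 of the 10 days. On day 0 r was 0.365 and on day 6 it was 0.362. With a typical log2 count of at least 8 the value of day 6 was 0.0900.

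**Figure D2:**
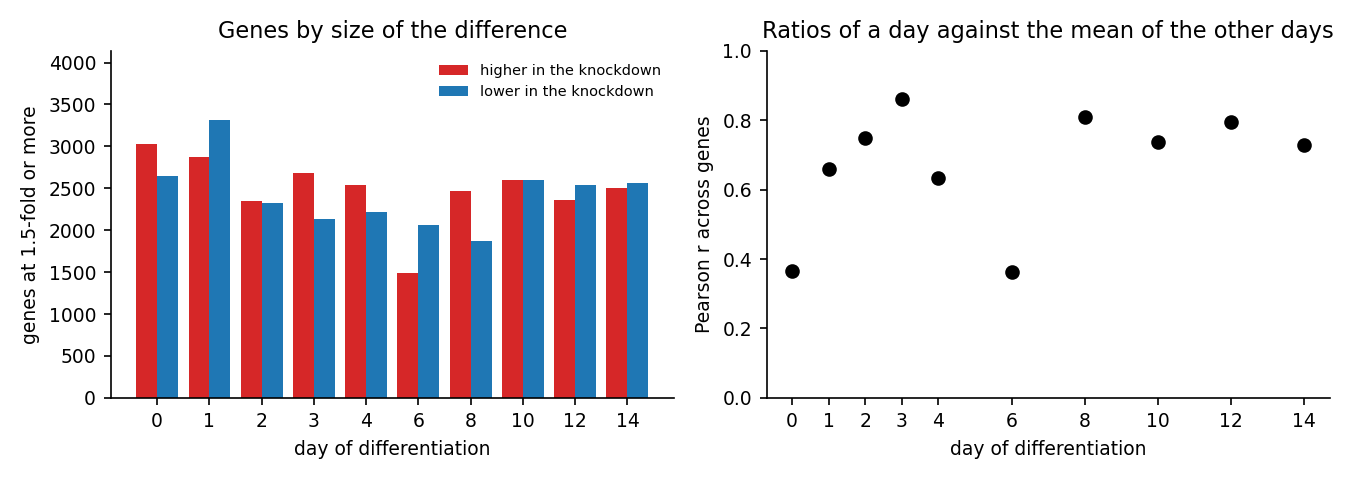
Left, number of genes at least 1.5-fold higher or lower in the HPRT knockdown on each day (bars, 1 library per group and day); right, Pearson r across genes of the log2 ratios of a day with the mean of the other days. Day 6 has the fewest genes, 3552, and days 0 and 6 have the lowest r, 0.365 and 0.362.

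Gene lists addressed the shifts of pathways that the study tested by swapping labels within days. The DNA replication list (49 genes) was lower in the knockdown on 9 of 9 days, with a mean of -0.78 ± 0.23, as were the nuclear pore list at -0.57 ± 0.21, the mitotic cell cycle list at -0.52 ± 0.26 and the DNA repair list at -0.42 ± 0.16. The lysosome list was higher on 9 of 9 days at 0.55 ± 0.10. For each of these 5 lists the exact sign-flip permutation test gave p = 0.00390625, or 0.00651 after Benjamini-Hochberg adjustment over 15 lists. The study had found shifts of pathways on these themes, and on membrane trafficking, in the same libraries. These p-values are therefore not independent evidence for the themes. The percentile among random lists was at most 0.03 for the lists that were lower and 100 for lysosome. Membrane trafficking was higher on 9 of 9 days by the same p, at 0.12 ± 0.05, with a percentile of 91.8. The genes that moved farthest in the direction of their list were Orc1 (18392, chromosome 4, 108252028 to 108288633) at -1.64 ± 0.91 for DNA replication, Pttg1 (30939, chromosome 11, 43233752 to 43239753) at -1.51 ± 0.54 for the mitotic cell cycle, Nup43 (69912, chromosome 10, 7387301 to 7398679) at -1.33 ± 0.32 for the nuclear pore, Ung (22256, chromosome 5, 114580395 to 114589332) at -1.49 ± 0.66 for DNA repair, Ctso (229445, chromosome 3, 81736523 to 81760647) at 1.46 ± 0.44 for lysosome and Cltb (74325, chromosome 13, 54693762 to 54712705) at 1.29 ± 0.46 for membrane trafficking. The tables disagreed by 1.81 for Orc1, whose ratio was below 0 on 8 of 9 days and 0 on day 14, so its place is uncertain. The next after Orc1 and Pttg1 were Dna2 (327762, chromosome 10, 62409774 to 62436933) at -1.46 ± 0.49 and Bub1 (12235, chromosome 2, 127626858 to 127657601) at -1.40 ± 0.53.

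Glia and myelin transcripts (46 genes) were higher on 9 of 9 days at 1.43 ± 1.00 and dopaminergic neuron transcripts (26 genes) on 9 of 9 days at 0.37 ± 0.32, both with an adjusted p of 0.00651 by the exact test. Pluripotency transcripts (39 genes) were lower on 9 of 9 days at -2.15 ± 1.64 with the same adjusted p. Acetylcholine signaling was lower on 8 of 9 days at -1.11 ± 0.76 (adjusted exact p 0.0176). With a typical log2 count of at least 8 its mean over the 2 genes left was 0.24, the largest move of a list, and that of 7 dopaminergic genes was -0.045. The neuron list (70 genes) was lower on 6 of 9 days at -0.48 ± 0.68 and did not pass the adjustment (exact p 0.0703, adjusted 0.0879), although its percentile was 0. Nor did purine metabolism without Hprt at -0.17 ± 0.21 (adjusted exact p 0.0746, lower on 7 of 9 days), GABA signaling at 0.33 ± 0.67 (0.221, higher on 7 of 9 days), serotonin signaling at -0.08 ± 0.40 (0.594, lower on 5 of 9 days) and glutamate signaling at -0.01 ± 0.35 (0.910, lower on 6 of 9 days). The median of the mean ratios of the glutamate genes was 0.12, of the opposite sign to its mean.

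The sign-flip test alone set few lists apart, because so many genes differed. Of 1000 random lists of 40 genes, 48.3% had a mean shift with an exact p under 0.05 and 99.9% had such a p for polarization. Polarization passed the adjustment in all 15 lists, with the highest adjusted exact p, 0.0469, for glia and myelin. Without a filter that list no longer passed, at a variance of 1.14 against 1.13.

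**Figure D3:**
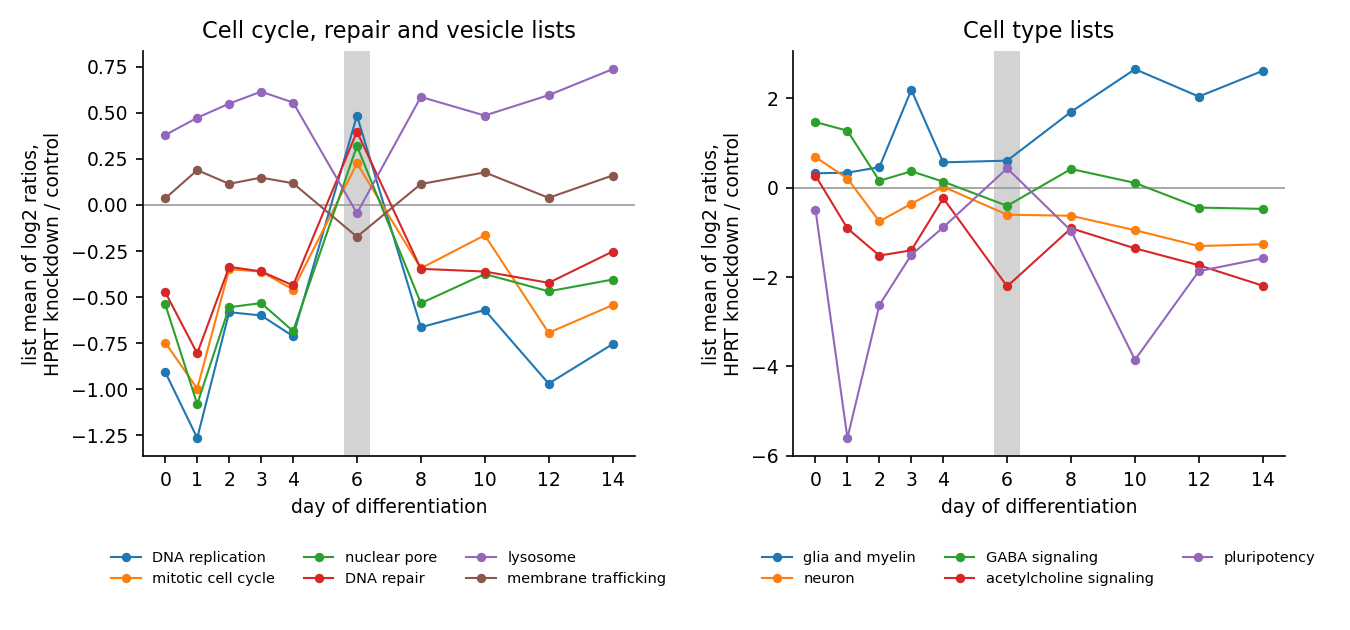
Mean log2 ratio of the genes of 11 lists, HPRT knockdown over control, against the day of differentiation, 1 library per group and day, with day 6 shaded. On day 6 DNA replication stood at 0.48 and lysosome at -0.045, while on the other 9 days DNA replication lay below 0 and lysosome above 0.

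Trends over the 14 days were then compared. In the control line limma called 5933 genes, 2681 rising and 3252 falling. In the knockdown line it called 1776 genes, 1029 rising and 747 falling. Slopes on log2(day + 1) moved both counts most, to 3930 and to 126. The slope of the ratio itself, which tests the difference between the lines, passed for 1911 genes, 1011 rising and 900 falling; without day 12 the count was 605. The steepest slopes of the ratio were those of Gpr37l1 (171469, chromosome 1, 137056811 to 137064258) at 0.78 per day, Mag (17136, chromosome 7, 31684202 to 31699851) at 0.73 and Fa2h (338521, chromosome 8, 113869035 to 113917724) at 0.69. The steepest falls were those of Rph3a (19894, chromosome 5, 121390511 to 121459527) at -0.49, Hapln1 (12950, chromosome 13, 89680241 to 89751437) at -0.48 and Zim1 (22776, chromosome 7, 6628154 to 6649161) at -0.45, the tables disagreeing by 0.544 for Zim1. In the control line Slc3a1 (20532) rose by 0.75 per day, Inmt (21743) by 0.69 and Fmo2 (55990) by 0.67, while Samd3 (268288) had a slope of -0.37, Mmp13 (17386) of -0.33 and Pim2 (18715) of -0.31. In the knockdown line the slopes were 0.59 for Clca1 (12722), 0.57 for Gpr37l1, -0.60 for Hapln1, -0.41 for Snord64 (100217429) and -0.31 for Clec14a (66864). The tables disagreed by 5.95 for Slc3a1 and 3.00 for Snord64, and by 0.177 to 0.273 for Inmt, Samd3 and Clec14a.

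List means were correlated with day in each group, 30 relations in all. By Pearson's r, 9 lists in the control and 2 in the knockdown passed the Benjamini-Hochberg adjustment; by Spearman's rho none did, the lowest adjusted p being 0.0923. DNA replication fell in the control (r = -0.923, exact permutation p 0.000703, adjusted 0.00703; rho = -0.683, exact p 0.0503; r = -0.826 without the 2 farthest days). In the knockdown it fell with r = -0.805 (exact permutation p 0.00964, adjusted 0.0321; rho = -0.617, exact p 0.0857), but r was -0.439 without the 2 farthest days, on which the relation rests. Keeping day 6 gave r = -0.664 there, which no longer passed. The neuron list rose in the control (r = 0.937, exact permutation p 0.00105, adjusted 0.00790; rho = 0.767, exact p 0.0214; 0.926 without the 2 farthest days) and not in the knockdown (r = -0.0911, exact p 0.816; rho = -0.05, exact p 0.912; 0.0709 without those days). The glia list rose in the knockdown (r = 0.796, exact permutation p 0.0163, adjusted 0.0489; rho = 0.733, exact p 0.0311; 0.598 without the 2 farthest days) and had r = -0.450 in the control (exact p 0.219; rho = -0.483, exact p 0.194; -0.765 without those days).

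Between consecutive days, a median of 561 genes changed at least 2-fold in the control, from 254 to 1735, and a median of 1305 in the knockdown, from 794 to 2199. With a typical log2 count of at least 8 the medians were 138 and 348. The largest control steps were those into and out of day 6, with 1735 and 1668 genes. The control step from day 3 to day 4, taken from a table at odds with the other tables, held 561 genes, and 616 when taken through the knockdown tables.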

Values the study reported

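The study reported that HPRT mRNA in the knockdown cells was about 98% lower than in wild type cells by quantitative PCR. By microarray at 1.5-fold, it reported 1,318 genes up and 710 genes down in the knockdown at the stage of spherical neural masses, and 1,485 genes up and 1,653 genes down at the neuronal stage. By flow cytometry about 97% of control cells and about 99% of knockdown cells were positive for tyrosine hydroxylase. In the pathway analysis of the sequencing data the study tested 802 pathways and found 9 with a shift of the mean at a false-discovery rate of 0.22, and 24 with polarization at a false-discovery rate of 0.042.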

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

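In this part the tests of the share of genes behind the glia and neuron trends were chosen before their results were seen; the correlations of list ratios with day and the tests of day 6, of day 0, of Notch2 and Zfp42, of the splits and of the order of days and of the GABA, glutamate and purine lists were chosen only after the result was seen.

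On day 6 several values lay far from those of the other 9 days. The DNA replication ratio was 0.48, the nuclear pore ratio 0.32, the DNA repair ratio 0.40, the lysosome ratio -0.045 and the membrane trafficking ratio -0.17, each with the opposite sign to the mean of the 9 days. Of 24 measures and lists tested for a distant day, 6 had one, 5 of them on day 6. Chance sets apart about 1 in 20 groups that were not picked by their values. That rate does not apply to the named genes, many of which were picked by their ratios on the 9 days without day 6. Of 92 named genes 14 had a distant day, 12 of them on day 6. The genes were Kcnj16 at -1.10, Dna2 at 1.13, Pole2 at 0.19, Bub1 at 0.85, Espl1 at 0.62, Nup43 at 0.67, Nup37 at 0.59, Nup155 at 0.59, Ung at 1.53, Msh6 at 0.51, Exo1 at 0.74 and Prps1 at -0.28 on day 6.

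Several explanations of day 6 met values against them. An exchange of the libraries between the groups would put Hprt higher in the library labelled knockdown, and its ratio was -3.42. Low depth would need a low size factor, and the lower of the 2 on day 6 was 0.982 times the median library. Control RNA mixed into the knockdown library would shrink the list ratios toward 0 and keep their sign, and the DNA replication ratio changed sign to 0.484. Each library was then replaced by the middle of its neighbors. With the control library replaced, the correlation with the other days was 0.671 and the pluripotency ratio -0.76. Both were inside the range that 7 other days gave in the same way. The limits next to them, 0.644 on day 4 and -0.17 on day 8, were built from the day 6 library as a neighbor. On the days not built from it the nearest values were 0.707 and -1.21, both on day 12, which puts 0.671 and -0.76 outside. The DNA replication ratio was 0.111, outside -1.12 to -0.38, and the nuclear pore ratio of 0.06 and the lysosome ratio of 0.35 were also outside. With the knockdown library replaced, the nuclear pore ratio of -0.29 was inside, but only by the limit of day 8, -0.22, also built from day 6. On the days not built from day 6 the highest was -0.39, on day 10. The correlation was 0.554, below 0.650 to 0.865 on the 7 days. The DNA replication ratio of -0.27, the lysosome ratio of 0.23 and the pluripotency ratio of 0.06 were also outside. These values argue against either library alone as the whole cause. The control library stood out more. Its log2 deviations from the middle of its neighbors had an SD of 0.777, against 0.282 to 0.637 on the other control days with 2 neighbors. For the knockdown library of day 6 the SD was 0.573, inside the 0.480 to 0.731 of its other days. A control library taken on another day may be part of the cause, since its nearest control library was that of day 2, with an SD of log2 differences of 0.53, against 0.83 to day 4 and 0.72 to day 8. The nearest library was also not a neighbor for the control of day 0 and for 5 of the 10 knockdown libraries. A biological change in either line on day 6 stays open and untested, with 1 library per group.

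The knockdown library of day 0 had a size factor of 1.40, far above the 0.819 to 1.10 of the other knockdown libraries, and the ratios of day 0 went with the other days at an r of only 0.365. Depth was weighed as the source by keeping genes with a typical log2 count of at least 8. The r of day 0 was then 0.515, still below the 0.706 to 0.8999 of the days other than 0 and 6, which argues against depth as the whole cause. A difference of the lines at the start of differentiation could also give this and was not tested. The ratio of Notch2 was 1.98 on day 0, far above its other days. Disagreement between tables is not the source, since its largest residual was 1.29e-06. What sets day 0 apart for Notch2 stays open.

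Zfp42 had a ratio of -9.64 on day 1, far below its other days. A candidate explanation is a knockdown library with fewer pluripotent cells on that day: the median ratio of the 39 pluripotency genes was -6.72 on day 1 and -4.36 on the next lowest day, and 28 of the 39 genes were lowest on day 1. Zfp42 has 34.9% of its exonic 50-base sequences elsewhere in the genome and tables that disagree by 0.198. A change of regulation common to these genes stays open.

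The time course differed between the lines for 1911 genes. Of 100 splits, drawn from the 256 ways to swap the labels within days, 1 gave as many genes as the 7141 that differed between the groups, which was the real split, so chance is excluded at a share of 0.05 for that count. For the time course 3 of the splits gave as many genes, the real one included, but a swap also turns constant differences between the lines into scatter or into a trend, so this count decides nothing about the time course. Of 100 orders of the 9 days, the real one included, 1 gave as many genes, which was the real order, and the highest of the others gave 5. That excludes a chance order at a share of 0.05 only if the days are exchangeable. Across genes the ratios of neighboring days among the 9 had r from 0.481 (days 0 and 1) to 0.846 (days 12 and 14), against 0.0948 for days 0 and 14. A difference between the lines that drifts slowly would also beat shuffled orders, so such drift is not excluded. The number of the trend was not stable to the days used: it was 1264 without day 0, 1070 without day 10, 605 without day 12 and 870 without day 14.

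The ratio of 5 of the 15 lists moved with day, by exact permutation tests over 9 days, which also treat the days as exchangeable. For glia and myelin r was 0.828 (exact p 0.0138, adjusted over 15 lists 0.0473; rho 0.833, exact p 0.00827, adjusted 0.0413), and 0.793 without the 2 farthest days. For neuron r was -0.864 (exact p 0.00351, adjusted 0.0414; rho -0.867, exact p 0.00451, adjusted 0.0338), and -0.748 without those days. For GABA signaling r was -0.818 (exact p 0.00552, adjusted 0.0414; rho -0.883, exact p 0.00308, adjusted 0.0338), and -0.638 without them. For glutamate signaling r was -0.766 (exact p 0.0158, adjusted 0.0473; rho -0.800, exact p 0.0138, adjusted 0.0519), and -0.630 without them. For purine metabolism r was 0.813 (exact p 0.0124, adjusted 0.0473; rho 0.700, exact p 0.0433, adjusted 0.0927), and 0.831 without them. The adjusted p of rho did not pass for the last 2 lists.

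Whether a few genes carried these trends was read from the share of each list that moved along. It was 90.0% of the neuron genes, 86.4% of the GABA genes and 80.0% of the purine genes, which argues against a few genes as the source there. It was 69.6% of the glia genes and 64.5% of the glutamate genes, so that part of these lists may carry the trend. A change in the makeup of the cultures and a change of expression within cells both stay open for the neuron and glia trends, since no cells were counted here.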

How the results depend on the processing

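The alternatives with a typical log2 count of at least 8, with genes whose tables close within 0.1 and with the step of days 3 and 4 taken through the knockdown tables were chosen after seeing the data; the others, the design and the named-gene rule were fixed before the data were examined. The pseudocounts, the stricter filter on a mean value and the authors' z-scores were not run, because the deposited values are log2 ratios.

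Hprt kept its direction and its call under all 11 alternatives, from -4.19 without day 0 to -3.88 without day 14. The count of genes differing between the groups stayed within 1.5 times of 7141 under every alternative run, from 4779 with a typical log2 count of at least 8 to 7716 without a filter, and from 6257 without day 3 to 7264 without day 0. Without the replicate block, that is with the libraries not paired by day, it was 5843, and this fit was run for no other result.

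The difference in time trend fell from 1911 to 1066 genes with day 6 kept, and ranged from 605 without day 12 to 1666 without day 8; it was 1264 without day 0, 1070 without day 10 and 870 without day 14. Slopes on log2(day + 1) gave 3930 genes in the control and 126 in the knockdown, against 5933 and 1776. The control trend ranged from 4621 without day 12 to 6266 without day 0. The knockdown trend ranged from 169 without day 14 to 2961 without day 0; it was 724 without day 2, 848 without day 10 and 463 without day 12. The cause was not tested. Fewer days leave fewer degrees of freedom, which by construction lowers counts, but the control count rose without day 0 and the knockdown count without day 0 and, to 1868, without day 1.

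Genes per day at 1.5-fold, 4853.5 by median, became 2450 at 2-fold and 2316 with a typical log2 count of at least 8. The median steps at 2-fold, 561 in the control and 1305 in the knockdown, became 1440 and 2998 at 1.5-fold, 1860 and 2582 without a filter, and 138 and 348 with a typical log2 count of at least 8. A lower fold threshold raises such counts by construction. The filter also moves them by construction, since 8247 genes are counted at a typical log2 count of at least 8 and 19037 without a filter, against 13604. Whether that is the whole cause was not tested. The correlation of day 6 with the other days was 0.0900 with a typical log2 count of at least 8. The cause was not tested.

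Of the lists, 8 kept their direction and side of the threshold under all alternatives and days left out: DNA replication, mitotic cell cycle, nuclear pore, DNA repair, lysosome, membrane trafficking, glia and pluripotency. With a typical log2 count of at least 8 the sign reversed for dopaminergic neuron (-0.045), glutamate (0.52), serotonin (0.49) and acetylcholine (0.24), and GABA passed the threshold at 0.69. Few genes were left in these lists by construction: 7 dopaminergic, 10 glutamate, 1 serotonin, 2 acetylcholine and 8 GABA genes. The serotonin list then gave no polarization. Without a filter the dopaminergic list, at 0.25, no longer passed. Purine metabolism passed with day 6 kept (-0.16), without a filter (-0.24), with a typical log2 count of at least 8 (-0.43), with genes whose tables close within 0.1 (-0.21) and by the median over genes (-0.35). The glutamate list reversed to 0.030 by the median over genes taken on each day, and ranged from -0.10 without day 0 to 0.033 without day 14, and lay above 0 also without day 2 (0.021), day 10 (0.013) or day 12 (0.032). The neuron list passed without day 0, at -0.63, and ranged from -0.63 to -0.38 without day 12. Polarization of glia no longer passed without a filter, at 1.14. Over time, serotonin in the control no longer passed with the step of days 3 and 4 taken through the knockdown tables (r = 0.684), nor DNA replication in the knockdown with day 6 kept (r = -0.664). By rho, 3 control lists passed with day 6 kept: glutamate (adjusted permutation p 0.0237), purine metabolism (0.0442) and neuron (0.0480). The cause was not tested.

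Of the 77 genes named for a group difference 69 kept direction and call throughout. Th, near 0, ranged from -0.42 without day 1 to 0.27 without day 10 and lay above 0 without day 3 (0.12), day 8 (0.06), day 10 (0.27) or day 12 (0.27). Of 6 genes that the rule picked for each trend, 4 in the control, 2 in the knockdown and 3 in the difference of trend kept their call throughout. Only 8 of 22 serotonin genes and 17 of 27 acetylcholine genes passed the filter. Whether more depth would bring in the others was not tested, since the depth of each library was unknown.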

Other observations

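In this part the tests of gene length, of overlapping genes and near-identical copies, of slopes by another route, of chromosome 15 by its parts, its share of genes and matched sets, and of neural tube identity were chosen before their results were seen; the tests of the days 3 and 4 table, of gene models, of feeder cells, of pluripotent cells, of the Y-linked genes, of chromosome 15 over the days and of the stretch on chromosome 10 were chosen only after the result was seen.

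Genes on chromosome 15 were lower in the knockdown as a set. The median of the mean ratio over its 528 genes was -0.28, and 69.9% of them lay below 0, against 48.7% of 12490 genes on the other chromosomes without Y. The medians of the other chromosomes ran from -0.12 on chromosome 10 to 0.06 on chromosome 3. A few strongly changed genes would leave the share below 0 like that elsewhere, and 69.9% argues against them. Level and transcript length are argued against by 10000 random sets of matched genes, whose lowest median was -0.0968. The same unequal number of copies in all cells of a line on every day would give a steady median. The median ran from -0.54 on day 4 to -0.12 on day 12 and was -0.030 on day 6, and its SD over 9 days was 0.15, against at most 0.0549 for another chromosome without Y, which argues against it. An unequal number of copies in a share of the cells that varies between libraries may account for the pattern: the 4 successive stretches of 132 genes had medians of -0.30, -0.34, -0.26 and -0.27, the nearest to 0 being -0.258. Cell populations that differ in more than this chromosome could also do so. A stretch of chromosome 10 (41901647 to 75400678) had a median of -0.34 and followed chromosome 15 over the 9 days with r = 0.951 (exact permutation p 0.000204; rho = 0.850, exact p 0.00607; r = 0.922 without the 2 farthest days), the highest of 84 stretches, where the next had 0.744. This stretch was picked as the lowest of the 84. No copy number was measured here. Espl1, Nup155 and Adsl lie on chromosome 15 and Dna2 in the stretch of chromosome 10.

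The Y-linked genes past the filter, Eif2s3y (26908) and Ddx3y (26900), swung between libraries together, with r = 0.955 over 20 libraries (permutation p 1e-05, the smallest 100000 permutations can give; rho = 0.920, permutation p 1e-05; r = 0.937 without the 2 farthest libraries; 2 relations computed, adjusted p 2.00e-05). Female cells in some libraries would raise Xist where these genes fall, and r with Xist was -0.0930 (permutation p 0.696, adjusted 0.696; rho = -0.123, permutation p 0.601; r = -0.0304 without the 2 farthest libraries), which argues against them. A varying share of cells without a Y chromosome may explain the swing, and would move both genes together as they did at an r of 0.955. Joint regulation of these genes was not tested.

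The lists of proliferation were lower in the knockdown, and gene length was weighed first. DNA replication had a percentile of 0 among lists matched on level and length, and the lysosome list, which was higher, one of 100, which argues against length for both. Fewer pluripotent cells in the knockdown would make the DNA replication ratio follow the pluripotency ratio over days. The r was 0.435 (exact permutation p 0.238, adjusted over 14 relations 0.666; rho = -0.05, exact p 0.912, adjusted 0.948; r = -0.319 without the 2 farthest days), and the ratio fitted where pluripotency does not differ was -0.649. That value lies beyond the 9 days, whose pluripotency ratios were all below 0. Day 0, the nearest to 0 at -0.50, had a DNA replication ratio of -0.91, and day 10, at -3.85, one of -0.57. These values argue against fewer pluripotent cells as the whole cause for DNA replication over the 9 days. On day 6, left out of the line, the pluripotency and DNA replication ratios lay above 0, at 0.43 and 0.48. The r with pluripotency was 0.627 for DNA repair, 0.551 for nuclear pore and 0.270 for the mitotic cell cycle. Their exact permutation p values were 0.0930, 0.132 and 0.481. Without the 2 farthest days r was below 0 for each, at -0.497, -0.300 and -0.329. A slower cell cycle in the knockdown line may remain, as a hypothesis. A property of this 1 knockdown line, unrelated to HPRT, stays equally open because no second line was compared.

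The pluripotency ratio swung between days, from -5.60 on day 1 to 0.43 on day 6. Its genes rose and fell together, with a median pairwise r of 0.844 over the 20 libraries, where the highest of 1000 random lists had 0.142. A varying share of pluripotent cells is consistent with the 0.844, and regulation common to these genes stays open. Hprt was reduced least on days 0 and 1, and RNA from feeder cells without the hairpin might raise it. Over 9 knockdown libraries, with tables joined, Hprt and the fibroblast list had r = -0.117 (exact permutation p 0.762; rho = -0.183, exact p 0.644; r = -0.162 without the 2 farthest days; 1 relation). Feeder RNA and a weaker knockdown on those days cannot be told apart, because the differentiating cells express fibroblast genes themselves. The fibroblast list did not differ between the lines (0.10 ± 0.39, exact p 0.469, higher on 5 of 9 days), nor did the endoderm list (0.28 ± 0.71, exact p 0.273, higher on 6 of 9 days).

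Nkx2-1 was among the highest ratios and Pax7 and Tlx3 among the lowest. A shift from dorsal to ventral identity of the neural cells may lie behind them. In lists written before the test, 9 ventral genes had a mean of 0.74 ± 0.94, at a percentile of 99.5 (exact sign-flip p 0.0547, higher on 6 of 9 days). The 9 dorsal genes had a mean of -1.11 ± 0.46, at a percentile of 0.3 (exact p 0.00390625, lower on 9 of 9 days). The ventral mean did not pass by the exact test. A different region along the axis, and a different proportion of neural cells, were not tested.

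The control table of days 3 and 4 was at odds with the other tables. Of 10 genes whose counts were anchored in other tables, 20.0% matched it, where the knockdown table of the same days matched 12 of 12. Libraries counted in another version for that table may be the source. Apart from it, 927 of 13604 genes had tables that disagreed by more than 0.1. Of the 690 that had a position, exons of another gene overlapped 25.4%, against 26.1% of 12330 others (Fisher's exact p 0.689), which argues against reads divided between overlapping genes. Over 10% of 50-base sequences were found elsewhere for 12.5% of the 690 and 8.45% of the others (Fisher's exact p 0.000489), so near-identical copies leave most of the 690 unexplained. The genes without a position were not examined in these ways. Gene models that the GENCODE annotation does not share may be part of the source. Of 584 genes without a position 40.6% disagreed, against 5.30% of 13020 genes with one (Fisher's exact p 5.97e-129). A library at or below 1 normalized count can also leave such a residual by construction. How many of the 927 genes arose so was not counted, so the part left to gene models is unknown. Disagreement mattered little for most of the steepest slopes: by another route 2 of 12 moved more than 1.5 times. Among the 2 was Snord64, from -0.41 to -0.04. Slc3a1, the highest control slope, stayed under that limit but moved from 0.75 to 0.50 per day, so its size depends on the table used.

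At 1.5-fold on day 0 there were 3030 genes higher and 2644 genes lower in the knockdown, and on day 14 there were 2501 higher and 2569 lower. All 4 counts are higher than the microarray values quoted from the study above. The assay and the filter differ, and the study also applied t-tests to replicate arrays. The counts here go by size alone, with 1 library per group and day.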
